A study of Bos taurus with 120 samples.

How the data were processed

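Blood from the jugular vein was drawn into tubes that fix RNA, and poly(A) RNA was made into stranded libraries, per the labels' protocols. The authors deposited a single table of whole-number counts per gene for the 120 libraries, and no normalisation had been applied to these deposited counts. Library totals differ between columns and all values are whole numbers. The layout has the columns of the featureCounts program (gene, chromosome, start, end, strand and length), per the file headers. The name of the table points to STAR alignments and uniquely assigned reads. Aligner settings, the counting program, its strand setting, the genome build and the annotation are not given in the sources used here, so no coordinates are printed and chromosomes are named as in the table. Genes that overlap another gene or have a near-identical copy carry counts that the authors' counting could have split, and the values of single genes are uncertain to that extent.

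Columns were matched to samples by their titles, which give the animal and the day. Breed, day, animal, class and multiplex came from the labels. The groups are the 20 combinations of 5 breeds and 4 days, each with 6 animals. Gene identifiers are not paired with symbols in the sources used here: the gene table of assembly ARS-UCD2.0 at hand has no Ensembl identifiers, and 0 of 24616 identifiers matched. Tests of 14 lists of immune and blood cell genes, an alternative without globin genes, the share of counts in globin genes and a check of sex-linked genes had been planned and were not run for that reason.

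Of the 24616 genes, 20101 had at least 1 read, and 13796 passed the filter for low counts (filterByExpr in edgeR by group, minimum count 10, minimum total count 15). These held 99.98% of all counts. Library sizes were scaled with TMM. One model with a mean for each of the 20 groups was fitted to the 120 libraries with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit, glmQLFTest), so all groups share an estimate of the spread. Contrasts of group means gave 31 results, and comparisons over several breeds weight each breed equally. P-values were adjusted over the tested genes by the Benjamini-Hochberg method with a threshold of 0.05. The SE of a log2 fold change is its size divided by the square root of the F statistic. Log2 CPM values were made with a prior count of 2. With 16143003 to 42068056 counts per library, a gene at 1 CPM has from 16.1 to 42.1 counts, and genes well below that level rest on few counts.

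The replicate number in the titles is the animal, so samples with 1 number within a breed come from 1 animal. Deviations from the group means over the 13796 genes were correlated over the 180 pairs of libraries of the same animal (mean 0.525, lowest 0.193). The mean was -0.105 for other animals of the same breed on other days. Taking off group means makes that value negative when animals stay alike over days, so it is no separate baseline. However, 119 of 120 libraries were closest to a library of the same animal. The pairing is therefore real, and the fit with the animal as a fixed block is given beside a result where it moved a count by more than 1.5 times. The 300 pairs of libraries within groups all differed by more than sampling noise (lowest chi-square per degree of freedom 16.1), so no library was counted as a duplicate.

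The alternatives fixed before the data were examined were DESeq2 size factors in place of TMM, the multiplex as a covariate, the animal as a block, no filter for low counts, a fit to only the libraries compared, and the Wald test of DESeq2 1.42.0. Leaving out the 10 most abundant genes and leaving out the 37 genes of chromosome MT were added after the data had been seen, as was leaving out a single library where it moved a mean or a fold change of a named gene by more than 1.5 times. With 6 animals per group, no replicate was left out in turn. Genes named in the text followed a rule written before the data were examined. For infection it took genes past the threshold on all 3 days with the same sign in every breed on every day, ranked by the mean log2 fold change. For breed class at day 0 it took genes past the threshold without overlap between the classes, and for the response difference genes past the threshold on the day with most of them. The rule had asked for genes with a symbol. That condition was dropped after the table had been read and before any test, and the number was limited to the 2 highest and 2 lowest.

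Library measures were compared between days with sign-flip permutation tests over the 30 animals (100000 resamples) and between breed classes with exact permutation tests over all 134596 splits of 24 animals. The response amplitude and its comparison of breed classes were chosen after the table had been read and before any test, and the prediction for the comparison of its 5 breed means was written only after its result had been seen. The fits were tested on simulated counts drawn from the day 0 means over all breeds, the fitted spreads and the real library sizes. An animal effect of a chosen SD, the same for every gene, was added to these. The simulated spread is thus not the real one, and the gain from the block depends on that choice. Of 200 genes changed by 1 on the log2 scale, among 13796 genes, 193 were recovered for the comparison of day 30 with day 0 over all breeds with 3 false calls, 140 for Baoule on day 30 with 0 false calls, 164 for breed class at day 0 with 13 false calls and 128 for the response difference of day 40 with 0 false calls. With the animal as a block, 193 of 200 were recovered for day 30 over all breeds with 15 false calls (7.21% of its calls), 166 for Baoule on day 30 with 3 false calls and 160 for that response difference with 8 false calls. The changed genes had a mean of at least 1 CPM. Other splits of the samples were refitted on only the libraries compared, with dates exchanged within animals for comparisons of days and breeds exchanged between animals for comparisons of breeds. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.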

Results

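Whole-blood gene expression was measured by RNA sequencing in 30 male cattle of 5 West African breeds before and after experimental infection with strain IL1180 of Trypanosoma congolense, a blood parasite that causes African animal trypanosomosis. Each breed was represented by 6 animals. N'Dama, Lagune and Baoule are taurine breeds labelled trypanotolerant, meaning that they limit the disease. Zebu Fulani is labelled trypanosusceptible. Borgou is labelled as a cross between African taurine and zebu cattle. Every animal was bled before infection (day 0) and on days 20, 30 and 40 after it, which gave 120 libraries in 20 groups of 6. The libraries were sequenced in 10 multiplexes of 12. Each multiplex held 3 libraries of each day and 2 to 3 of each breed.

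The count table held 24616 genes. The total count per library was 23878122 ± 4701545 (SD, n = 120), with a range from 16143003 to 42068056. The totals did not differ by day. The mean was 24207052 on day 0, 23469569 on day 20, 23655617 on day 30 and 24180251 on day 40, and the smallest adjusted p of the 3 comparisons with day 0 was 0.63 (two-sided sign-flip permutation test over 30 animals, adjusted over 15 tests). At day 0, the 18 trypanotolerant libraries had a mean of 24148095 and the 6 Zebu Fulani libraries a mean of 25129945 (exact permutation p = 0.661, two-sided).

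The number of genes detected at 1 CPM (counts scaled to a library of 1000000) or more fell during infection. It was 11856 ± 78.3 on day 0, 11775 ± 87.8 on day 20, 11696 ± 105 on day 30 and 11608 ± 144 on day 40 (SD, n = 30 each). By day 40 the number was lower in 30 of 30 animals and in all 10 multiplexes (adjusted permutation p = 5e-05, from the smallest p that the 100000 resamples can give). The share of counts in the genes of chromosome MT was 4.31% ± 0.541 on day 0, 4.53% ± 0.603 on day 20, 5.14% ± 1.03 on day 30 and 4.82% ± 0.904 on day 40 (SD, n = 30 each). It was higher than on day 0 in 20 of 30 animals on day 20 (adjusted permutation p = 0.0477), in 27 of 30 on day 30 (adjusted permutation p = 9e-05) and in 21 of 30 on day 40 (adjusted permutation p = 0.00126). On day 30 the breed means ranged from 6.11% in N'Dama, against 4.61% on day 0, to 4.37% in Zebu Fulani, against 4.26% on day 0. The low end rests on Zebu Fulani animal Z4, which had 1.92% on day 30. Without Z4 the Zebu Fulani means were 4.40% on day 0 and 4.86% on day 30, and the lowest breed mean of day 30 was the 4.58% of Baoule. The difference between breeds was not tested. The gene with the highest mean CPM, ENSBTAG00000043561 on chromosome MT, had a mean of 15496 CPM on day 0 and 19186 CPM on day 30 (log2 fold change 0.30 ± 0.06 SE, edgeR adjusted p = 1.7e-06).

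A principal component analysis of log2 CPM over the 13796 tested genes separated the libraries by day and by breed. The first component held 17.7% of the variance, and day accounted for 67.7% of its variation and multiplex for 2.79%. The second component held 9.19%, and breed accounted for 93.2% of its variation and multiplex for 1.21%. On the first component, 27 of 30 animals lay above their own day 0 library on day 20, and 30 of 30 did on days 30 and 40.

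**Figure D1:**
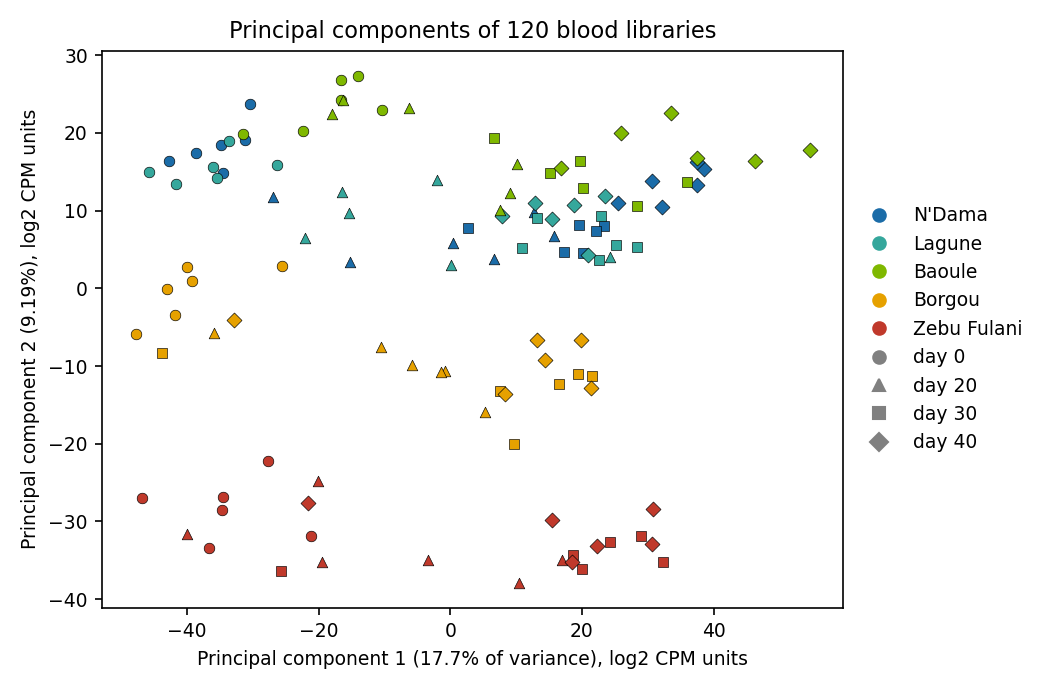
Scores of the 120 libraries on the first principal component (x axis, 17.7% of the variance) and the second (y axis, 9.19%), in log2 CPM units. Colour gives the breed and symbol shape the day. Day 0 libraries lie toward the left, and Zebu Fulani lies apart from the 3 trypanotolerant breeds along the y axis.

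The first comparison asked how blood expression changed after infection over all 5 breeds. Expression on each later day was set against day 0 with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. On day 20, 5962 of the 13796 genes differed (2993 higher, 2969 lower). On day 30 the number was 8873 (4438 higher, 4435 lower), and on day 40 it was 8979 (4501 higher, 4478 lower). Most differences were small. The genes past the threshold with a change of at least 1 on the log2 scale numbered 269 on day 20, 713 on day 30 and 894 on day 40. The alternative that moved these 3 counts most was the animal as a block, with 7616, 9902 and 9959 genes, and none moved by more than 1.5 times.

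The responses of the 3 days overlapped. Days 20 and 30 shared 5258 genes, of which 5246 had the same sign. Days 30 and 40 shared 7720 genes, of which 7714 had the same sign. Across genes, which are not independent replicates, the log2 fold changes of days 20 and 30 had a Pearson r of 0.884 and those of days 30 and 40 an r of 0.937. The days share their day 0 libraries, and simulated unchanged genes gave an r of 0.51 and 0.522 for the same pairs, with 0 shared genes past the threshold. In all, 4856 genes passed the threshold on each of the 3 days. Among these, 3757 had 1 sign in every breed on every day (1903 higher, 1854 lower).

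Gene identifiers are not paired with symbols in the sources used here, so the genes named are given by identifier. ENSBTAG00000012403 (chromosome 9) had 0 to 6 counts per library on day 0 and 3 to 1787 counts on day 30. Its mean was 0.025 CPM on day 0 and 4.29 CPM on day 30, and its level rose in 30 of 30 animals (log2 fold change 6.81 ± 0.68 SE, edgeR adjusted p = 5.14e-15). ENSBTAG00000038757 (chromosome 25) went from a mean of 0.0256 CPM to 4.12 CPM and also rose in 30 of 30 animals (log2 fold change 6.77 ± 0.75 SE, edgeR adjusted p = 4.08e-13). Borgou animal BO7 on day 30 carried much of both means, with 1787 counts of the former and 1896 of the latter. Without that library the day 30 means were 2.68 and 2.40 CPM and the log2 fold changes 6.60 and 6.49 (edgeR adjusted p = 8.87e-15 and 8.76e-13). Without Lagune animal LA4 on day 0, which had 7 counts of ENSBTAG00000038757, its day 0 mean was 0.0146 CPM and its log2 fold change 7.06 (edgeR adjusted p = 3.03e-13). At day 0 the former had 0 counts in all 6 Baoule libraries and the latter in all 6 Borgou libraries, so both fitted fold changes depend on the prior count and are no bound. ENSBTAG00000014335 (chromosome 26) was lower on day 30 in 23 of 30 animals (log2 fold change -3.47 ± 0.43 SE, edgeR adjusted p = 2.01e-11). It had a mean of only 0.839 CPM on day 0, carried by N'Dama (1.42 CPM) and Lagune (1.99 CPM). Baoule had 0.496, Borgou 0.210 and Zebu Fulani 0.0858 CPM. Borgou had 0 to 10 counts per library on day 0 and Zebu Fulani 0 to 6, so little fall could be seen there. ENSBTAG00000008102 (chromosome 26) went from 3.31 to 0.63 CPM and was lower in 28 of 30 animals (log2 fold change -2.56 ± 0.35 SE, edgeR adjusted p = 5.53e-10). Borgou animal BO5 had 210 counts of it on day 30, and without that library the day 30 mean was 0.324 CPM (log2 fold change -3.01, edgeR adjusted p = 1.47e-13).

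Later days were also compared with each other. Between days 20 and 30, 4472 genes differed (2177 higher and 2295 lower on day 30). Between days 30 and 40 the number was 788 (304 higher and 484 lower on day 40), and with the animal as a block it was 2201. With the multiplex in the model the number was 1389, and the share higher on day 40 went from 38.6% to 49.0%.

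The second comparison followed the response within each breed, with 6 animals per day. In N'Dama 2668 genes differed from day 0 on day 20, 4558 on day 30 and 6246 on day 40. In Lagune the numbers were 1420, 4684 and 4291. In Baoule they were 92, 1595 and 3825. Borgou had 1237, 2855 and 2867, and Zebu Fulani had 137, 3268 and 3100. Because the same animals were bled on every day, the fit with the animal as a block gave more genes. On day 20 it gave 4679 in N'Dama, 3537 in Lagune, 591 in Baoule, 3135 in Borgou and 1334 in Zebu Fulani. With the block, the share of genes higher on day 20 went from 89.1% to 60.7% in Baoule, from 60.3% to 48.9% in Borgou and from 66.4% to 46.1% in Zebu Fulani. The blocked numbers on days 30 and 40 were 3888 and 5796 in Baoule, 5189 and 5135 in Borgou, and 5317 and 5144 in Zebu Fulani. In N'Dama and Lagune the block moved no count of days 30 and 40 by more than 1.5 times. These counts alone do not show that breeds differed, which was tested separately.

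**Figure D2:**
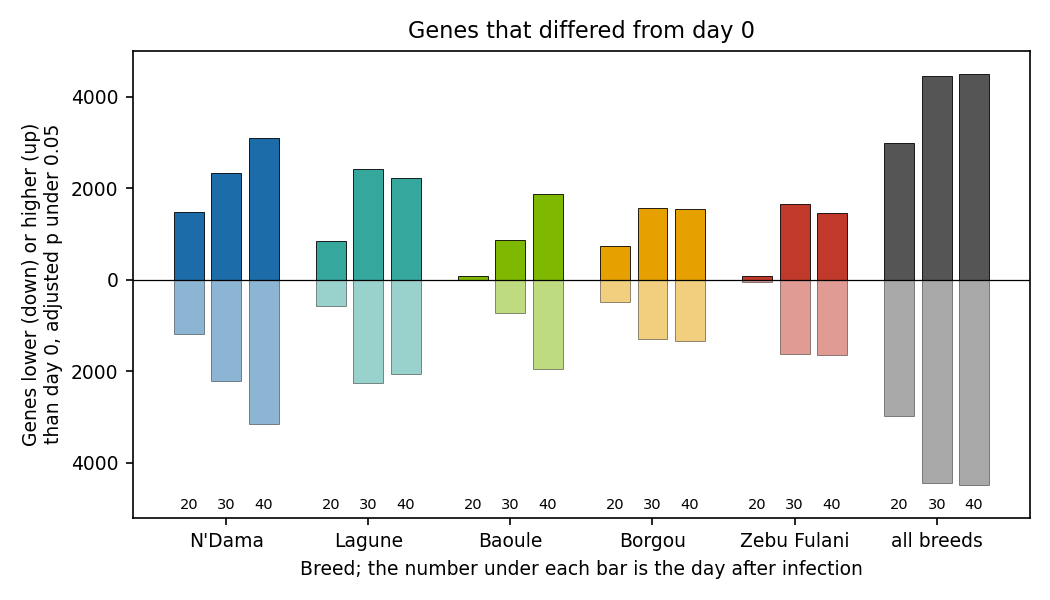
Number of genes higher (bars up) or lower (bars down, paler) than day 0 at an adjusted p under 0.05, by breed and day after infection, from the fit without the animal as a block. Baoule and Zebu Fulani had 92 and 137 genes on day 20, against 2668 in N'Dama.

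Across genes, the log2 fold changes of pairs of breeds had a Pearson r from 0.294 (Baoule and Zebu Fulani) to 0.787 (N'Dama and Lagune) on day 20. The range was 0.696 to 0.858 on day 30 and 0.569 to 0.794 on day 40. The ends depend on the measure. Spearman rho ranged from 0.327 to 0.747 on day 20, 0.748 to 0.863 on day 30 and 0.719 to 0.819 on day 40. Lagune and Baoule, the pair with the lowest r on day 40, had a rho of 0.745. Breeds share no libraries, and genes are not independent replicates.

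The size of the response was summarised per animal as an amplitude, which is the slope of the animal's own log2 change from day 0 on the mean change of the 24 animals of the other breeds, over the 13796 genes. On day 20 the amplitude was 1.31 ± 0.277 in N'Dama, 1.04 ± 0.257 in Lagune, 0.576 ± 0.385 in Baoule, 1.09 ± 0.373 in Borgou and 0.554 ± 0.26 in Zebu Fulani (SD, n = 6 each). Breed means differed on day 20 (permutation p = 0.00092, adjusted over 3 days 0.00276) and on day 40 (permutation p = 0.0225, adjusted 0.0338), and not detectably on day 30 (permutation p = 0.186). On day 40 the amplitude was 1.23 ± 0.068 in N'Dama and from 0.813 to 0.943 in the other breeds. The means of Borgou (0.813) and Zebu Fulani (0.828) were lowered by animals BO5 (0.285) and Z4 (0.267). The medians of these breeds were 0.919 and 0.907. The tests of amplitude were not rerun without these animals. The 18 trypanotolerant animals had a mean amplitude of 0.975 on day 20 against 0.554 in the 6 Zebu Fulani (exact permutation p = 0.0347, two-sided), and the difference did not pass correction over the 3 days (adjusted exact p = 0.104). Over genes with a mean log2 CPM of at least 3, the exact permutation p for day 20 was 0.0512. All these permutations exchanged breeds while the amplitudes were kept fixed. The reference of an animal leaves out its own breed, which can widen the gaps between breeds. The p-values for breed means and for breed classes can thus be too small.

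**Figure D3:**
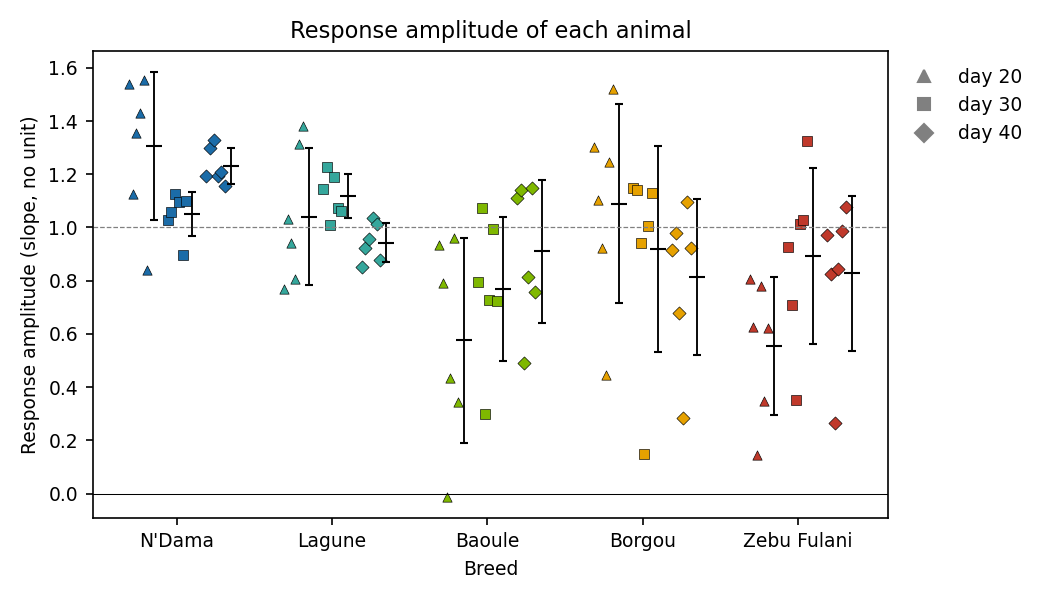
Response amplitude (slope, no unit) of each animal by breed and day after infection. Points are animals, and black marks give the mean and SD of 6 animals. The dashed line at 1 is the mean response of the other breeds. N'Dama had a mean of 1.31 on day 20 against 0.554 in Zebu Fulani.

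The third comparison asked whether trypanotolerant and susceptible cattle differed before infection. At day 0, 1582 genes differed between the 3 trypanotolerant breeds and Zebu Fulani (701 higher and 881 lower in the trypanotolerant breeds). The numbers were 1315 on day 20, 1151 on day 30 and 1234 on day 40. With the multiplex in the model the day 40 number was 2063, which was the alternative that moved this family most upward. With only the libraries compared, the numbers were 824 on day 20 and 673 on day 30. Of the 1582 genes of day 0, 87.9% had the same sign on day 20, 96.0% on day 30 and 92.4% on day 40, and 342 passed the threshold with the same sign on all 4 days. The animals were the same on each day.

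At day 0, 53 of these genes had no overlap in log2 CPM between the 18 trypanotolerant and the 6 Zebu Fulani libraries, and 17 of the 53 had none in raw counts either. For 1 gene, chance gives such a separation in 0.00149% of the splits of the animals. ENSBTAG00000017448 (chromosome 11) had 1 to 172 counts per trypanotolerant library and 0 to 1 in Zebu Fulani (log2 difference 6.17 ± 1.28 SE, edgeR adjusted p = 0.000348). Both classes include a count of 1, so its separation rests on scaling by library size. Without Zebu Fulani animal Z5 its log2 difference was 6.64 (edgeR adjusted p = 0.00122). ENSBTAG00000047045 (chromosome 9) had 5 to 21 counts against 0 to 1 (log2 difference 5.37 ± 0.82 SE, edgeR adjusted p = 9.8e-07). With so few counts in Zebu Fulani, both differences depend on the prior count. Without animal Z2, the only Zebu Fulani animal with a count of ENSBTAG00000047045, its log2 difference was 6.59 (edgeR adjusted p = 1.74e-06). ENSBTAG00000038233 (chromosome 3) had a mean of 0.717 CPM in the trypanotolerant libraries and 34.0 CPM in Zebu Fulani (log2 difference -6.41 ± 0.83 SE, edgeR adjusted p = 1.34e-08). N'Dama animal N4 had 199 counts of it and the other trypanotolerant libraries 1 to 10. Without N4 the trypanotolerant mean was 0.173 CPM and the log2 difference -7.61 (edgeR adjusted p = 2.57e-10). ENSBTAG00000038680 (chromosome 7) had 0.12 CPM against 7.84 CPM (log2 difference -6.14 ± 0.54 SE, edgeR adjusted p = 1.2e-15). All 4 kept their sign and passed the threshold on days 20, 30 and 40. ENSBTAG00000017448 passed narrowly on day 20 (log2 difference 2.52, edgeR adjusted p = 0.0458) and day 40 (2.47, edgeR adjusted p = 0.0400). On day 30 it had 4.50 (edgeR adjusted p = 0.00323). The others had an edgeR adjusted p of at most 0.000214 on these days.

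Borgou was compared with both classes at day 0. It differed from Zebu Fulani in 677 genes (314 higher and 363 lower in Borgou) and from the 3 trypanotolerant breeds in 163 genes (125 higher and 38 lower in Borgou). The comparison with Zebu Fulani gave 136 genes when only those 12 libraries entered the fit, with 59.6% higher in Borgou in place of 46.4%, and 1034 genes with the multiplex in the model. Within the trypanotolerant class, 10 genes differed between N'Dama and the mean of Lagune and Baoule (7 higher and 3 lower in N'Dama). DESeq2 gave 30, a fit without the low-count filter 5, and a fit to only the libraries compared 0.

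The fourth comparison asked whether the response to infection differed between the trypanotolerant breeds and Zebu Fulani, by testing the interaction of breed class and day. With edgeR, 0 genes passed the threshold on day 20, 0 on day 30 and 3 on day 40. At an unadjusted p under 0.05 there were 1604, 559 and 1031 genes, and DESeq2 gave 2, 3 and 6. With the animal as a block over all 120 libraries the numbers were 366, 45 and 184. The same block fitted to only the libraries compared gave 32, 13 and 85 genes. With the multiplex in the model the day 40 number was 30. Without the block, the difference among the 5 breeds over the 3 days passed the threshold in 30 genes, and with it in 318. With the multiplex in the model that number was 9.

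All 3 genes of day 40 had a lower log2 change in the trypanotolerant breeds. That direction did not extend to 2 larger sets, since 70% of the 30 genes with the multiplex in the model and 44.6% of the 184 genes with the block had a higher one. All 6 genes of DESeq2 had a lower one. ENSBTAG00000013550 (chromosome 18) had a log2 difference in response of -2.11 ± 0.45 SE (edgeR adjusted p = 0.0454, with the block 0.00125). Its level was lower on day 40 than on day 0 in 6 of 6 N'Dama, 6 of 6 Lagune and 4 of 6 Baoule animals, and in 2 of 6 Zebu Fulani. The trypanotolerant mean was 3.96 CPM on day 0 against 1.14 in Zebu Fulani, and 1.05 against 1.48 on day 40. The classes thus lay further apart before infection. Baoule, with 1.38 CPM on day 0, did not share that gap. The Zebu Fulani means rest partly on single animals. Without Z4 the day 40 mean was 1.16 CPM, and without Z8 the day 0 mean was 0.855 CPM. Leaving out any 1 library, with scaling and spread kept, gave a log2 difference from -2.54 to -1.75. ENSBTAG00000004076 (chromosome 11) had a log2 difference of -1.52 ± 0.32 SE (edgeR adjusted p = 0.0362, with the block 0.00114) and was higher on day 40 in 6 of 6 Zebu Fulani and in 3 of 6 N'Dama, 1 of 6 Lagune and 6 of 6 Baoule animals. The third gene had a log2 difference of -0.84 ± 0.17 SE (edgeR adjusted p = 0.0362). With no low-count filter 0 genes passed, and the 2 named genes had an edgeR adjusted p of 0.0651 and 0.0567. With only the libraries compared, ENSBTAG00000013550 had an edgeR adjusted p of 0.114.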

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

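The tests in this part of high totals, of the animals with a low amplitude, of the amplitude among 5 breeds, of the state at day 0 and of the splits with the animal as a block were chosen after the results had been seen.

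Among 103 groups of 6 values tested for a sample far from the others, 11 had one, and chance gives about 1 in 20. Total counts had 4 of them, each above the rest of its group. N'Dama animal N1 on day 0 had 34074825 against at most 24431458 in the others, Lagune animal LA1 on day 30 had 42068056 against 25131049, Baoule animal BA1 on day 0 had 27973474 against 21766947, and Borgou animal BO1 on day 20 had 30983102 against 22296184. The libraries of N1 and BA1 were in multiplex 9 and those of LA1 and BO1 in multiplex 7. With the mean of the other libraries of each multiplex taken off, N1 and LA1 still lay apart, with a gap of at least 0.695 of the range (limit 0.625), so the multiplex does not account for these. BA1 no longer did, with a gap of 0.0267 of the range, so the multiplex may be the source of that total. For BO1 the gap was 0.396 of the range. Its total still exceeded the mean of the other libraries of multiplex 7, which was 25684878 with LA1 among them, against a median of 22426916 for that multiplex. Its cause is left open. Scaling by library size takes off such differences, and no biological explanation was tested.

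Shares of counts had 4 such values. Lagune animal LA1 on day 40 had 6.71% of its counts in genes of chromosome MT against at most 5.42% in the others, and 7.56% in the 10 most abundant genes against at most 6.60%. Borgou animal BO5 on day 0 had 5.46% in genes of chromosome MT against at most 4.31%. Zebu Fulani animal Z4 on day 20 had 4.93% in the 10 most abundant genes against at least 5.67%. Of the 10 most abundant genes, 5 are on chromosome MT, so these shares are not separate signals. Leaving out the genes of chromosome MT changed the 18 infection counts by a factor no further from 1 than 0.949, and leaving out the 10 most abundant genes by no more than 1.04. The cause of the values in these single libraries was not tested, and no biological explanation was tested.

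At day 0, ENSBTAG00000047045 had a log2 CPM of -2.75 in Zebu Fulani animal Z2 and -3.58 in each of the other 5, which had 0 counts. The difference is 1 count, so it rests on the smallest step that counts can take.

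The response amplitude of Borgou animal BO5 on day 30 was 0.149 against 0.943 or more in the other 5, and that of Zebu Fulani animal Z4 on day 40 was 0.267 against 0.824 or more. Both animals were low on the other days too. BO5 had 0.446 on day 20 and 0.285 on day 40, and Z4 had 0.143 on day 20 and 0.352 on day 30. A wrong animal label would place their libraries near another animal, and 8 of their 8 libraries were closest to their own animal over genes picked on other days. A shallow library was excluded, since 2 of the 2 libraries had totals at or above the lowest of the other 5 in their group. A day 0 library already in the state of infected animals was excluded, since 0 of the 2 lay above the other 5 of their breed on the first principal component. Exchanged dates would leave at least 1 library of the animal in the infected state, and 8 of the 8 libraries lay at or below the highest day 0 library of the other 5 animals of their breed on that component. This argues against an exchange of dates. A weaker, later or failed infection of these animals stays open and was not tested. Parasite counts of the animals were not used here.

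Breeds differed in amplitude on day 20 (permutation p = 0.00092) and on day 40 (permutation p = 0.0225), with a smallest adjusted p of 0.00276 over the 3 days. These p-values can be too small, since the amplitudes were not recomputed when breeds were exchanged. The amplitude is a change from day 0, so a breed whose day 0 libraries lie nearer the infected state also has a lower one. Baoule did: on the first principal component its day 0 mean was -18.6 against -36.3 in the other breeds (exact permutation p = 3.2e-05, two-sided, adjusted over 4 tests 0.000128), and on day 20 it was -2.32 against -5.97 (exact permutation p = 0.623). A shifted day 0 is therefore a candidate explanation for the low amplitude of Baoule. Zebu Fulani had a day 0 mean of -33.6 against -32.5, with no shift detectable (exact permutation p = 0.814). A different size or timing of the response stays open for both breeds, and the amplitude alone does not separate these. The comparison named by the design, trypanotolerant breeds against Zebu Fulani, had a smallest exact permutation p of 0.0347, which did not pass correction (adjusted 0.104), so whether the classes differ in amplitude is left open by 18 against 6 animals. Baoule, a trypanotolerant breed, had an amplitude of 0.576 on day 20, close to the 0.554 of Zebu Fulani. The means of N'Dama and Lagune were 1.31 and 1.04. Multiplex does not follow breed, as each multiplex held 2 to 3 libraries of every breed.

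The response to infection differed between trypanotolerant breeds and Zebu Fulani in 3 genes on day 40, and among the 5 breeds in 30 genes. The splits for day 40 were refitted on only the libraries compared, where the real one gave 2 genes and 1 of 100 splits, the real one, gave as many. However, exchanging breeds without the block adds the level differences between breeds to the spread of the other splits. This can lower their counts, so chance is not excluded for that count of 2. Splits of the same contrast on days 20 and 30 gave up to 3 and 68 genes, so counts of this size do arise by chance among the 3 days. The 3 genes themselves were not tested this way. For the 5 breeds the fit held all 120 libraries, and 1 of 60 splits gave as many as the 30 genes, with 27 in another split. These splits also exchange breeds without the block, so chance is not excluded for that count. The count was 9 with the multiplex in the model, and 22 of the 30 genes passed with the block. With 0 genes on days 20 and 30, all 100 splits must give as many, so they test nothing there. With the animal as a block on only the libraries compared, 1 of 40 splits gave as many genes as the 32 of day 20 and 1 of 40 as many as the 85 of day 40. On day 30, 3 of 40 splits gave as many as the 13 genes, so chance is not excluded there. The highest count of another split with the block was 0 on day 20, 168 on day 30 and 1 on day 40. A difference in response on days 20 and 40 with the block is therefore a hypothesis that depends on the block. The fit without the block leaves out the pairing by animal, so its few genes do not argue against such a difference. A biological difference between the breeds and differences in mapping between taurine and zebu alleles remain open, although a mapping difference that is constant over days cancels in a difference of changes.

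The effect of infection differed between days in 4472 genes from day 20 to 30 and in 788 genes from day 30 to 40. Refitted on only the libraries compared, the real dates gave 3971 and 630 genes. In both, 1 of 100 splits that exchange the dates within animals gave as many, which was the real one, so chance can be excluded for these counts. Each multiplex held 3 libraries of each day, and the number from day 30 to 40 was 1389 with the multiplex in the model. The course of the infection stays open as a biological explanation.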

How the results depend on the processing

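Of the alternatives below, leaving out the 10 most abundant genes, the genes of chromosome MT or single libraries, and the block on only the libraries compared, were chosen after the data had been seen. The alternatives were applied to the 31 counts of genes, with these exceptions. The block applied to 24, the Wald test of DESeq2 to 30, the block on only the libraries compared to the 3 response differences between classes, and the omission of single libraries to named genes alone. With DESeq2 size factors, without the 10 most abundant genes and without the genes of chromosome MT, all 31 counts stayed within 1.5 times. No scaling moved the median log2 fold change of all genes by more than 0.1. The 3 counts of infection over all breeds stayed within 1.5 times under every alternative run.

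With the replicate block for the animal, 16 of 24 counts moved, and the blocked count was higher in each. For infection the numbers were 4679 in N'Dama and 3537 in Lagune on day 20. In Baoule they were 591, 3888 and 5796 on days 20, 30 and 40, in Borgou 3135, 5189 and 5135, and in Zebu Fulani 1334, 5317 and 5144. For the response difference between trypanotolerant breeds and Zebu Fulani they were 366, 45 and 184 on days 20, 30 and 40, with 44.6% higher in the trypanotolerant breeds on day 40 against 0% without the block. They were 318 for the response difference among 5 breeds and 2201 for day 40 against day 30. The block moved no other count by more than 1.5 times. It changed the call of no named gene of infection or of the response difference, and was not applied to the named genes of breed class. With the replicate block fitted to only the libraries compared, the response difference gave 32, 13 and 85 genes on days 20, 30 and 40, so its number depends on the block and on which libraries set the spread. The block removes differences between animals that persist over days, which the pairing check found in all 180 pairs.

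With the multiplex as a covariate, 7 of 31 counts moved. The count was 217 for Zebu Fulani on day 20, 2063 for breed class on day 40, 30 for the response difference on day 40 with 70% higher in the trypanotolerant breeds, 9 for the response difference among 5 breeds, 1034 for Borgou against Zebu Fulani, 16 for N'Dama against Lagune and Baoule, and 1389 for day 40 against day 30. The cause was not tested.

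With only the libraries compared, 8 of 31 counts moved, all downward. They were 55 for Baoule on day 20, 14, 1066 and 1561 for Zebu Fulani on days 20, 30 and 40, with 100% higher on day 20, 824 and 673 for breed class on days 20 and 30, 136 for Borgou against Zebu Fulani and 0 for N'Dama against Lagune and Baoule. That fit has fewer libraries from which to estimate the spread.

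With no filter for low counts, 20101 genes were tested in place of 13796. The count was 0 for the response difference on day 40 and 5 for N'Dama against Lagune and Baoule. With the Wald test of DESeq2 the counts were 2, 3 and 6 for the response difference on days 20, 30 and 40, and 30 for N'Dama against Lagune and Baoule.

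Among the values of named genes and of the mean number of detected genes under alternatives other than leaving out single libraries, 80 kept their direction and their side of the threshold, 3 kept their direction and lost the threshold, and 0 changed direction. The 3 belong to the response difference on day 40. ENSBTAG00000013550 had an edgeR adjusted p of 0.0651 with no filter and 0.114 with only the libraries compared, and ENSBTAG00000004076 had 0.0567 with no filter. Leaving out a single library that moved a mean or a fold change of a named gene by more than 1.5 times changed the direction or the call in 0 of 7 refits of 6 genes.

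Not run were the alternative without globin genes and the tests of gene lists with their alternatives (a correlation estimated from the data, and fry in place of camera), because identifiers are not paired with symbols in the sources used here. A gene with 0 to 1 counts in every library of a group has a fold change that the prior count sets in part.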

Other observations

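In this part, the weighing of the genes lower in Zebu Fulani was chosen only after the result had been seen. No prediction was written for the neighbours of genes changed by infection on day 30 or for the trend with mean expression. The other tests had their predictions written first.

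The counts of genes that changed after infection were set against technical explanations. Total counts did not differ between days (smallest adjusted permutation p 0.63). The ratio of genes past the threshold with the multiplex in the model to that without it was at least 0.783 over the 18 infection comparisons. The lowest was Baoule on day 20, where 57 of the 92 genes were kept with the multiplex in the model, and in the other 17 comparisons at least 83.2% were kept. Leaving out the genes of chromosome MT gave a ratio no further from 1 than 0.949, and leaving out the 10 most abundant genes no further than 1.04. The log2 fold changes followed exonic length only weakly, with a Spearman rho of largest size of -0.0744 across genes. They followed mean expression more, with a rho of 0.137, 0.148 and 0.220 on days 20, 30 and 40, and the cause of that trend was not tested. With group means removed, 119 of 120 libraries were closest to a library of the same animal, and over 200 genes picked on the other 2 days for being stable within animals 120 of 120 were. In fits to only the libraries compared, for each of the 3 comparisons over all breeds 1 of 100 splits that exchange the dates within animals gave as many genes. For each of the 15 comparisons within a breed 1 of 32 did. The real split was that one each time. For the 3 comparisons over all breeds, chance can thus be excluded for the counts of those fits. Within a breed, no share below 1 of 32 is possible, and the 15 comparisons were not corrected. Chance is therefore not excluded there for a single breed and day. As a ratio, Zebu Fulani on day 30 had the narrowest margin, with 1066 genes in the real split and up to 851 in another. A response to infection is a hypothesis that these tests leave standing. The design had no uninfected animals, so the passage of time, handling and age cannot be separated from infection by any comparison here.

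For the class difference between trypanotolerant breeds and Zebu Fulani, in fits to only the libraries compared, 1 of 100 splits that reassign animals to breeds gave as many genes on each of the 4 days. The same held for Borgou against Zebu Fulani and against the trypanotolerant breeds at day 0. For N'Dama against Lagune and Baoule that fit found 0 genes, so 100 of 100 splits must give as many. Another split gave 84 genes, so chance is not excluded for the 10 genes of the fit to all libraries. Total counts of the classes at day 0 did not differ (exact permutation p = 0.661). If zebu alleles mapped less well to a reference from a taurine animal, more genes should be lower in Zebu Fulani. The share was 44.3%, and 50.4% with the Wald test of DESeq2. Scaling centres the fold changes, so a broad loss of reads would be scaled away and the share decides nothing. For the 701 genes that were lower in Zebu Fulani, lost reads cannot be told apart from lower expression, since no value in the table shows mismatched reads. Of the genes of day 0, at least 87.9% had the same sign on a later day. This share goes with differences that persist over days. It does not tell breeds from single animals, since the same animals were bled on each day and no share for other splits was computed. The class of Zebu Fulani is a single breed, so class and breed are confounded.

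Genes past the threshold for breed class at day 0 lay next to each other on the chromosomes more often than chance gives. There were 242 adjacent pairs of tested genes in which both passed, against a mean of 184 after shuffling within chromosomes (permutation p = 1e-04, the smallest that 10000 shuffles can give), and 69.0% of the pairs had the same sign. Of the 242 pairs, 231 did not overlap, and 160 of these had the same sign. For infection on day 30 the pairs numbered 5837 against 5696 after shuffling (permutation p = 1e-04). Shared calls of neighbours are therefore not particular to the breed difference, and with 8873 genes past the threshold the excess cannot be compared in size. Variants in a shared stretch of chromosome, shared regulation of neighbours and local copies with shared reads all remain open. No chromosome passed correction for holding more of these genes than expected. Chromosome 13 came closest, with 77 of its 490 tested genes (odds ratio 1.46, unadjusted Fisher p = 0.0038, adjusted 0.0589), so an excess there is left open. Chromosome 25 held fewer, with 32 of its 511 tested genes (adjusted Fisher p = 0.00214 over 31 chromosomes).

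Borgou, the cross, lay between the 2 classes at day 0. Genes were picked in 20 random draws of 3 animals per breed of the trypanotolerant breeds and Zebu Fulani, and the position of Borgou was measured against the animals left out, with 0 at Zebu Fulani and 1 at the trypanotolerant mean. The median position was 0.666 (range 0.574 to 0.829 over draws, which share animals). This is consistent with the labelled mixed ancestry. The same position could arise if Borgou differed from both by other routes, since at the median only 59.0% of the genes had Borgou between the classes.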
